A study of Mus musculus with 8 samples.

How the data were processed

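Bulk RNA sequencing was performed on the vomeronasal organ, the paired chemosensory organ in the nasal septum of the mouse, from 4 adult Tex15 heterozygous animals and 4 adult Tex15 knockout animals. Per the labels' protocols, the tissue was dissected, RNA was extracted with Trizol and column purified, and only extracts with an RNA integrity number above 7 were used. Polyadenylated RNA was selected and strand-specific libraries were sequenced as paired reads of 150 bases on an Illumina instrument, per the labels' protocols. The controls were heterozygous, and no wild-type animals were analysed here.

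The authors deposited one table of TPM (transcript abundances scaled to a common sum) values with 1 column per library and 27532 genes, and replicates were not pooled. Each column summed to 1000000 TPM over the genes listed, and 0 genes were at 0 in all 8 libraries. The aligner, the counting program and its treatment of reads that match several genes, the genome build and any filter were not stated in the labels or the file. Most identifiers were Ensembl mouse identifiers, and olfactory receptor genes carried other identifiers. Every sample column was matched to its sample by title, and 0 columns were left unused.

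Because TPM keeps no depth, the number of reads was recovered from the steps between low values. Each value was multiplied by the summed exon length of the gene in GENCODE M21 (mouse build GRCm38), and the worth of 1 read was estimated per library. Between 97.2% and 97.4% of the low values in a library fell on whole reads. Reads were recovered for 98.3% of the genes listed and not for 474. The recovered totals were 17637005 to 26141511 reads per library. For a gene with 2 kb of exons, 3 reads corresponded to 0.0916 to 0.163 TPM, so lower values were read as within counting error. These depths rest on the annotation used here and cover counting error only.

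Groups, library numbers, sex and age came from the labels. Genes with a mean of at least 0.5 TPM over the 8 libraries were tested, which left 20305. Values were analysed as log2(TPM + 0.5) with limma 3.58.1 in R 4.3.3, using lmFit and eBayes with a trend, with genotype and sex as terms because 1 of 4 heterozygous and 3 of 4 knockout animals were male. With this imbalance heterozygous replicate 1 and knockout replicate 1 each carry a weight of 0.5 in the genotype coefficient, and the other 3 libraries of each group 0.167 each. In limma fits with the sex term to the 7100s animals, or without heterozygous replicate 1, knockout replicate 1 is the only knockout library with weight in the coefficient, and without knockout replicate 1 heterozygous replicate 1 is the only heterozygous one. P-values were adjusted by the Benjamini-Hochberg method over the genes tested, and genes with an adjusted p under 0.05 were called. Fold changes are on the log2(TPM + 0.5) scale, which understates the change of genes with low values. Vomeronasal receptor families were defined by gene symbol (Vmn1r for V1R, Vmn2r for V2R). Summed TPM and receptor diversity were compared with two-sided exact permutation tests over the 70 assignments of 8 libraries to groups of 4, adjusted within each family of measures. The smallest p-value such a test can give is 0.0286. The effective number of receptor genes in a library is the exponential of the Shannon entropy of the TPM shares within the family, and a gene was counted as detected at 0.5 TPM or more. The 15 gene lists with at least 3 tested genes were examined with limma's fry, in a directional and a mixed form, with camera as the alternative. These choices, the lists, the alternatives and the rule for naming genes were fixed before the data were examined, except where stated.

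Named genes were Tex15, 5 sex-linked genes, the 5 largest rises and 5 largest falls among called genes whose knockout and heterozygous libraries did not overlap, the same among V1R and V2R genes together, and called genes of lists of up to 20 genes. Other genes named in the text were chosen after their values had been seen. The median tested gene changed by 0.19 on the log2 scale in knockout libraries as deposited, and by −0.01 after each library was scaled by its median ratio to the gene-wise geometric mean. Genotype fold changes are therefore given relative to the median gene, with the standard error of the fitted coefficient. The limma p-values test the fitted coefficient before the median is subtracted. For Tex15 that coefficient was −1.03, where −1.22 is given relative to the median gene. Fold changes for sex are given as fitted.

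Alternatives were other pseudocounts, filters, scalings and thresholds, robust variance estimates, designs without sex or with animal series or library number, restriction to animals numbered in the 7100s, and leaving out each library in turn. Those added after the data had been seen were limma-voom on the recovered reads, the receptor class column of the deposited table, scaling to Gnai2 and Gnao1, a term for library numbers 1 and 2 against 3 and 4, and the fit to the 7100s animals without the sex term, where all 4 knockout libraries weigh the same. A list's direction was taken as the sign of its median relative to the median gene, which was set after the data had been seen. Trpc2 had no entry under that symbol, so the scaling planned on Omp and Trpc2 used Omp alone. That scaling was not applied to diversity, since 1 factor per library leaves the effective number as it is.

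Gene coordinates were taken from GENCODE M21 (GRCm38) by identifier for 26729 genes and by symbol for 739, and the build the authors used was not stated. V1R and V2R genes were placed in runs wherever neighbouring genes on a chromosome lay within 5 Mb. The variance of fold changes between runs was compared with 10000 shuffles of the run labels. To gauge sharing of reads between near-identical genes, the percentage of windows of 100 bases found in no other gene's transcripts was computed for each V1R and V2R gene. Genes with at least 90% such windows were treated as unique, 126 of 207 V1R and 80 of 124 V2R genes. Tables were handled with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

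The fit was tested on simulated data for 20173 genes, with the spread between libraries set to a log2 SD of 0.44. Genes simulated as raised had a log2 change of 2, and their median fitted value was 1.85. Of 190 changed genes 80% were called, and 9.52% of the calls were unchanged genes. That share is above the level that the threshold on adjusted p is meant to hold. The voom fit called 87.4% with 3.49% unchanged. With no change simulated, 2 genes were called. These rates hold for the simulated size of change and spread only. They do not give the sensitivity for smaller changes or for the real libraries, whose spread and composition may differ.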

Results

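The vomeronasal organ of 8 adult mice was profiled by RNA sequencing, 4 heterozygous and 4 homozygous knockout for Tex15, to ask which genes and which chemosensory receptors differ when Tex15 is lost. Heterozygous replicate 1 was male and replicates 2, 3 and 4 were female. Knockout replicate 1 was female and replicates 2, 3 and 4 were male. Ages were 11.4 to 14.6 weeks. Heterozygous replicates 1 and 2 carried animal numbers of an earlier series and the other 6 animals numbers in the 7100s, so the earlier series held no knockout, and for counts of called genes, receptor sums, receptor diversity and gene lists the values within the 7100s are given beside the pooled ones. Values are TPM (transcript abundances scaled to a sum of 1000000) as deposited by the authors, with recovered depths of 17637005 to 26141511 reads per library. Pearson correlations of log2(TPM + 0.5) between pairs of libraries, across genes, ranged from 0.918 to 0.967. Knockout replicate 1 had the fewest reads and listed 2988 genes at 0, against 1287 to 1808 in the other libraries.

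Tex15 (ENSMUSG00000009628, chromosome 8, 33516738 to 33585582 in GRCm38) was measured first as a check of the labels. Its level was 2.52 ± 0.279 TPM in heterozygous libraries and 1.09 ± 0.155 TPM in knockout libraries (SD, n = 4). Heterozygous libraries ranged from 2.27 to 2.81 TPM and knockout libraries from 0.870 to 1.23 TPM, without overlap. The log2 fold change was −1.22 relative to the median gene (SE 0.38), and the limma adjusted p-value over all genes was 0.794, so the gene was not called. Between 81 and 142 reads per knockout library were assigned to the gene. Limma-voom on recovered reads moved it most and gave an adjusted p-value of 0.0167, within a range of 0.0167 to 1 over the alternatives.

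Of 20305 tested genes, 119 were called as differing by genotype (limma, adjusted p under 0.05), 43 higher and 76 lower in knockout. At an unadjusted p under 0.05 there were 630 genes, fewer than chance alone gives over 20305 tests, and 1095 after median-ratio scaling. The groups did not overlap in 99 of the 119 called genes and in 284 of all tested genes (1.40%), where chance gives 2.86%. The count moved most when only the 7100s animals were used, to 371 genes, 92 higher and 279 lower. With the sex term that fit compares knockout replicate 1 alone with heterozygous replicates 3 and 4. Without the sex term, where all 4 knockout libraries of the 7100s enter alike, 184 genes were called, 31 higher and 153 lower. Over all 8 libraries without the sex term the count was 132, 39 higher and 93 lower. Median-ratio scaling gave 155 genes, 28 higher and 127 lower, of which 91 were among the 119. V1R and V2R genes made up 53 of the called genes, and the other 66 divided into 36 higher and 30 lower. Of these 66, 18 lay within the span of the Vmn2r28 to Vmn2r56 genes on chromosome 7, 17 of them lower, and 15 of the 18 were annotated as pseudogenes. A further 14 were secretoglobin genes on chromosome 7 (31375592 to 33373234), all higher in knockout as deposited. None of those 14 was past the threshold after median-ratio scaling (0 genes), and 4 were without heterozygous replicate 1.

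The largest rises were in olfactory receptor genes. Olfr464 (chromosome 11, 87913268 to 87920967) rose from 0.300 ± 0.300 to 48.3 ± 28.6 TPM (SD, n = 4), a log2 fold change of 6.08 (SE 0.43, limma adjusted p = 9.76e-08). Olfr1350 (chromosome 7, 6564841 to 6571401) rose from 0.113 ± 0.102 to 25.4 ± 7.58 TPM, a log2 fold change of 5.13 (SE 0.41, limma adjusted p = 3.83e-07). Olfr231 (chromosome 1, 174113211 to 174121162) rose from 0.0448 ± 0.0360 to 7.25 ± 3.27 TPM, a log2 fold change of 3.84 (SE 0.40, limma adjusted p = 1.89e-05). The heterozygous values of Olfr1350 and Olfr231 were near the level of a few reads, at most 6 and 5 per library. Olfr464 had 24 reads in heterozygous replicate 2 and 1 to 8 in the other heterozygous libraries. Gm6452, a processed pseudogene on chromosome 17 (32731010 to 32731806), had a log2 fold change of 3.88 (SE 0.46, limma adjusted p = 7.92e-05), from 4 reads in heterozygous replicate 1 and 0 in the other heterozygous libraries to between 54 and 175 reads in knockout libraries. Altogether 9 entries with an Olfr symbol were called, 8 higher and 1 lower. The lower one, Olfr124, stood at 6.50 ± 10.7 TPM in heterozygous and 0.0417 ± 0.0402 TPM in knockout libraries (SD, n = 4) and was not past the threshold after median-ratio scaling (limma adjusted p = 0.445). The 7 raised genes of the olfactory receptor list lay on 6 chromosomes, and all 7 stayed past the threshold after median-ratio scaling. The list had 26 tested genes of 698 listed, and its median log2 fold change relative to the median gene was −0.50, or in the fit to the 7100s animals 0.37 over the 21 genes tested there and 1.16 over those tested in both fits. Without the sex term it was 0.35 among the 7100s animals.

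**Figure D1:**
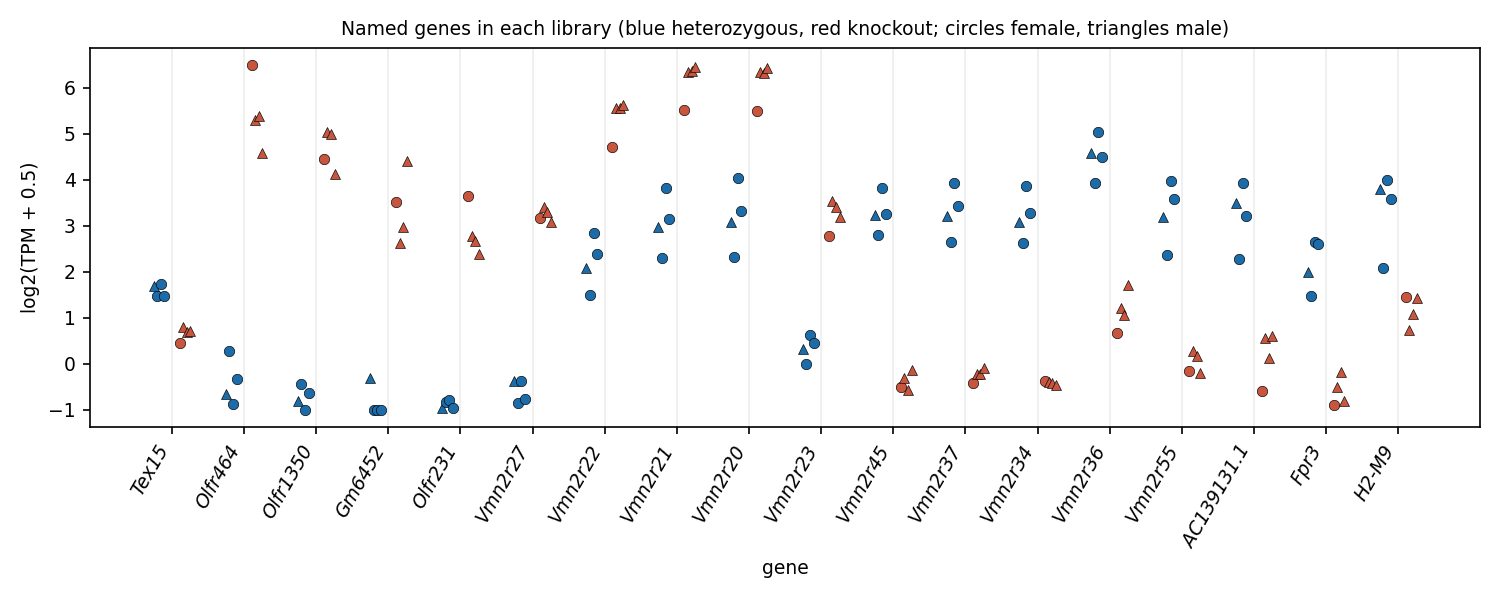
Expression of Tex15 and of the other named genes, without the sex-linked ones, in each library, as log2(TPM + 0.5) on the vertical axis, with heterozygous libraries in blue, knockout libraries in red, females as circles and males as triangles. Heterozygous and knockout libraries occupy separate ranges for each gene shown, including Tex15 at 2.52 against 1.09 TPM.

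V2R receptors are the receptors of basal vomeronasal neurons. Of 107 tested V2R genes, 43 were called, 6 higher and 37 lower. The fit to the 7100s animals called 57, 5 higher and 52 lower, with knockout replicate 1 as the only knockout library in the contrast. Without the sex term 60 were called among the 7100s animals, 7 higher and 53 lower, and 55 over all 8 libraries, and in both cases all 43 were among them. Of the 107 genes 74 were past the threshold adjusted over the list alone, 11 higher and 63 lower. The median V2R gene changed by −1.51 relative to the median gene, and 88 of the 107 lay below the median gene. The median was −1.49 after median-ratio scaling, −1.60 among the 7100s animals (−1.44 without the sex term), −1.49 between females and −1.64 between males. The comparison of females holds 1 knockout library and that of males 1 heterozygous library. Groups did not overlap for 73 of the 107 genes. Without knockout replicate 1, 18 V2R genes were called, 7 higher and 11 lower, 17 of them among the 43, and without heterozygous replicate 1, 24 were called. Among the 66 tested V2R genes with unique sequence the median was −1.06, and 16 of the 43 called genes were of this kind.

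The called V2R genes were grouped on the chromosomes. Of the 37 lower genes 23 lay on chromosome 7 and 9 on chromosome 17. Of the 6 higher genes 5 lay on chromosome 6, and the sixth, Vmn2r127, on chromosome 17. Vmn2r45 (chromosome 7, 8469563 to 8489075) fell from 9.53 ± 3.03 to 0.278 ± 0.107 TPM (SD, n = 4), with a log2 fold change of −3.87 (SE 0.41, limma adjusted p = 6.62e-05). Vmn2r36 (chromosome 7, 7875954 to 7902495) fell from 23.1 ± 7.18 to 1.82 ± 0.718 TPM, with a log2 fold change of −3.73 (SE 0.40, limma adjusted p = 7.92e-05). Vmn2r37, Vmn2r34, Vmn2r55 and the neighbouring processed transcript AC139131.1 on the same chromosome changed by −3.76, −3.75, −3.48 and −3.59 on the log2 scale. Between 21.6% and 53.0% of the windows of Vmn2r34, Vmn2r36, Vmn2r37, Vmn2r45 and Vmn2r55 were unique, so reads could not be assigned with certainty among near-identical members of this run. In the opposite direction, Vmn2r27 (chromosome 6, 124189756 to 124231856, 99.5% unique windows) rose from 0.172 ± 0.115 to 8.96 ± 0.957 TPM (SD, n = 4), with a log2 fold change of 3.54 (SE 0.39, limma adjusted p = 3.69e-05). Vmn2r23 (chromosome 6, 123702670 to 123747657, 99.9% unique windows) rose from 0.796 ± 0.231 to 9.06 ± 2.05 TPM, with a log2 fold change of 2.54 (SE 0.40, limma adjusted p = 0.000796). Vmn2r20, Vmn2r21 and Vmn2r22, its neighbours, rose by 2.58, 2.72 and 2.80 on the log2 scale. They reached 72.2 ± 18.5, 73.3 ± 19.1 and 41.9 ± 10.9 TPM in knockout libraries (SD, n = 4). Only 3.09% of the windows of Vmn2r21 were unique. Without heterozygous replicate 1, Vmn2r20, Vmn2r21 and Vmn2r23 had limma adjusted p-values of 0.0963, 0.0516 and 0.0832.

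**Figure D2:**
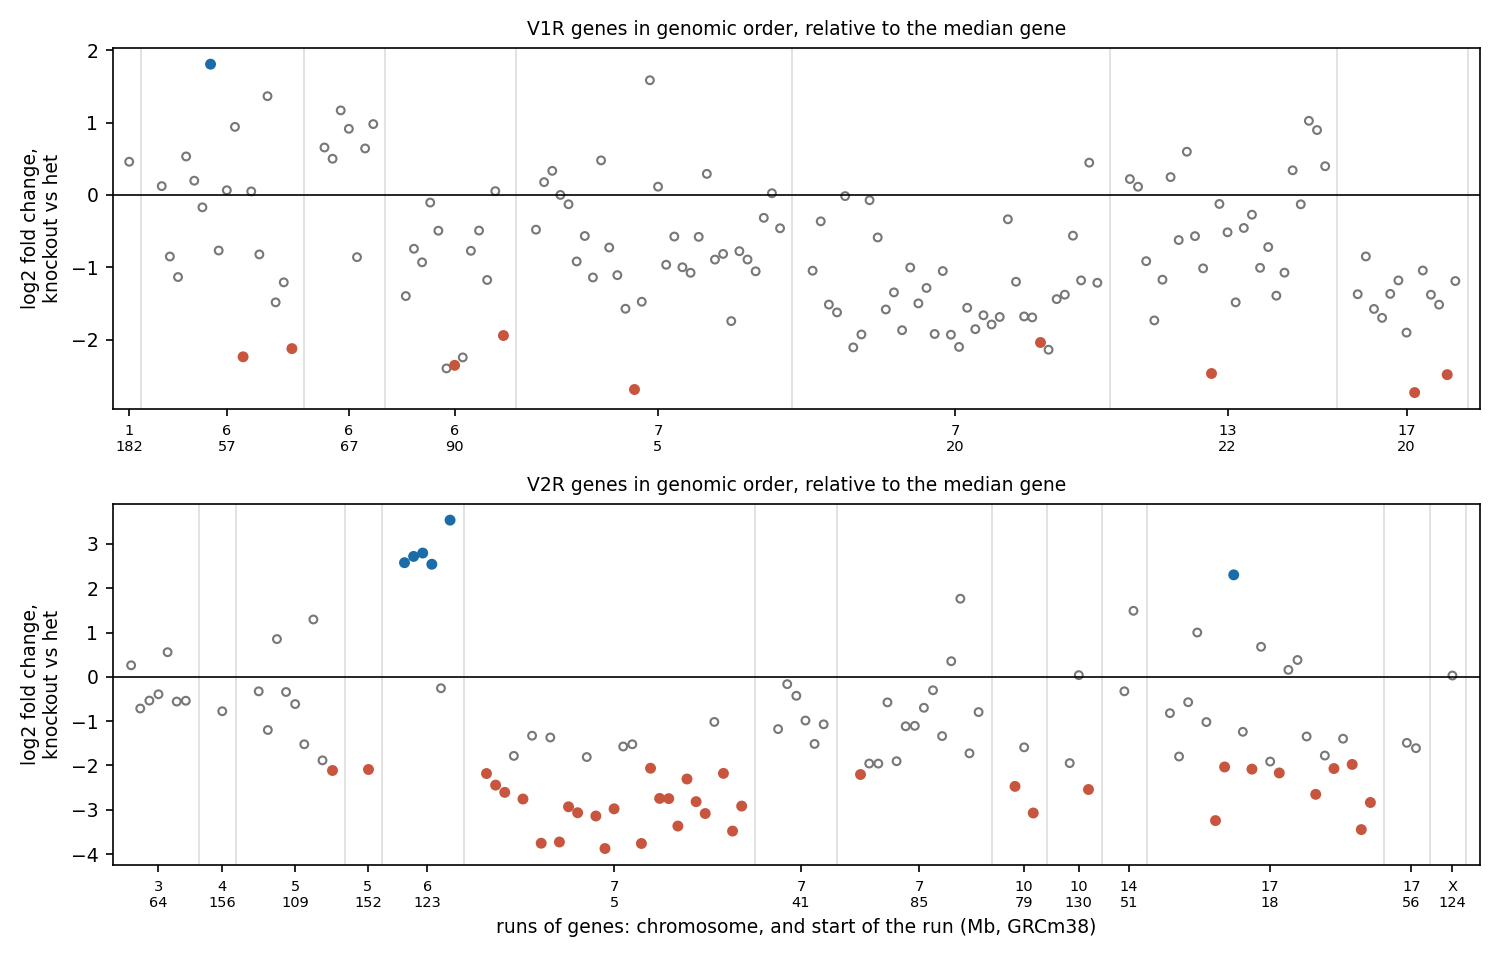
Log2 fold change in knockout against heterozygous libraries, relative to the median gene, of each tested V1R gene (upper panel, 143 genes) and V2R gene (lower panel, 107 genes) in genomic order. Grey lines separate runs of genes, named by chromosome and start in Mb (GRCm38). Filled points are called genes, blue higher and red lower in knockout, as deposited. The chromosome 6 run holds 5 of the 6 called rises among V2R genes.

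As a share of all V2R expression, the chromosome 7 run from Vmn2r28 to Vmn2r56 (5477255 to 12735004, 29 tested genes, 22 called lower) went from 40.8% ± 0.834 to 9.56% ± 0.771 (SD, n = 4). The chromosome 6 run from Vmn2r20 to Vmn2r27 (123373513 to 124231856) went from 2.48% ± 0.153 to 27.5% ± 2.15. The chromosome 14 pair Vmn2r88 and Vmn2r89 went from 7.67% ± 0.334 to 17.6% ± 2.58. Vmn2r89 had a limma adjusted p-value of 0.0505 and was not called. These shares do not change when a library is rescaled by 1 factor. Runs accounted for 59.3% of the variance of V2R fold changes, with a permutation p-value of 0.0001, the smallest that 10000 shuffles can give. For unique V2R genes the figure was 35.2% (permutation p = 0.0352).

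**Figure D3:**
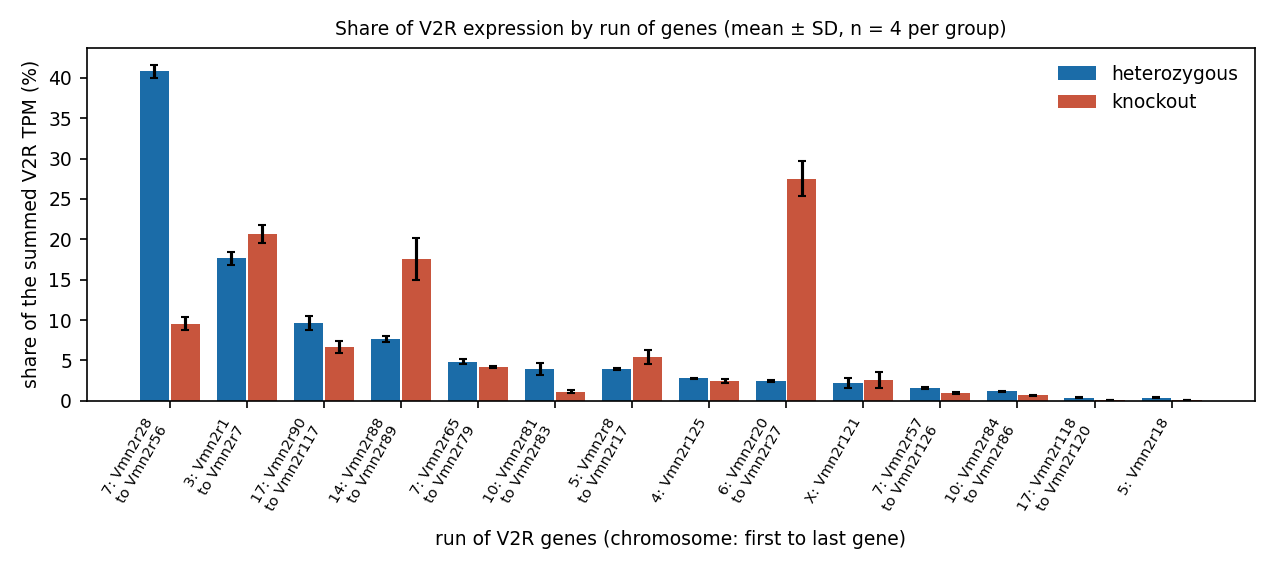
Share of the summed V2R TPM (%, bars from 0) held by each run of V2R genes, named by chromosome and first and last gene. Bars are means and lines SD of 4 heterozygous (blue) and 4 knockout (red) libraries. The Vmn2r28 to Vmn2r56 run holds 40.8% in heterozygous and 9.56% in knockout libraries, and the Vmn2r20 to Vmn2r27 run 2.48% and 27.5%.

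V1R receptors are the receptors of apical vomeronasal neurons. Of 143 tested V1R genes, 10 were called, 1 higher and 9 lower, with 67 at an unadjusted p under 0.05. Adjusted over the list alone, 56 were past the threshold, 8 higher and 48 lower. The median V1R gene changed by −0.92 relative to the median gene, −0.91 after median-ratio scaling and −0.94 among the 7100s animals (−0.80 without the sex term). Median-ratio scaling called 29 genes, 2 higher and 27 lower, and the fit to the 7100s animals called 33, or 28 without the sex term. Leaving out heterozygous replicate 1 gave 4 called genes and leaving out heterozygous replicate 2 gave 26. The called gene that rose was Vmn1r13 (chromosome 6, 57203290 to 57214799), from 1.89 ± 0.793 to 9.41 ± 1.63 TPM (SD, n = 4), with a log2 fold change of 1.81 (SE 0.41, limma adjusted p = 0.0210). In the fit to the 7100s animals with the sex term, with animal series, with no filter, and without heterozygous replicate 1, knockout replicate 2 or knockout replicate 3, 0 V1R genes were called higher, so this call was lost there. The run from Vmn1r32 to Vmn1r39 on chromosome 6 went from 15.8% ± 2.81 to 31.1% ± 2.87 of V1R TPM, with 0 of its 7 tested genes called. Runs accounted for 32.3% of the variance of V1R fold changes (permutation p = 0.0001) and for 29.2% among unique V1R genes (permutation p = 0.0001), in both cases the smallest p that 10000 shuffles can give.

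Summed receptor output was compared per family. The summed TPM of V1R genes was 613 ± 267 in heterozygous and 629 ± 174 in knockout libraries (SD, n = 4), a log2 difference of 0.10 (exact permutation p = 0.800, adjusted 0.857). Its sign reversed after median-ratio scaling, to −0.08, and among the 7100s animals, to −0.41. V2R genes other than Vmn2r1 to Vmn2r7 summed to 783 ± 313 and 590 ± 115.6 TPM, a log2 difference of −0.34 (exact permutation p = 0.314, adjusted 0.629). Among the 7100s animals the difference was −0.78, with 844 and 1173 TPM in the heterozygous libraries and at most 674 TPM in the knockout libraries (exact permutation p = 0.0667, the smallest that 6 libraries can give). Without heterozygous replicate 2 it was −0.60 and relative to the sum of Gnai2 and Gnao1 −0.61, in both cases without overlap (exact permutation p = 0.0286, adjusted 0.0571). The sum of Gnai2 and Gnao1 was mostly Gnai2, from the list of apical neurons, at 214 TPM in heterozygous and 248 TPM in knockout libraries. Gnao1, from the list of basal neurons, stood at 20.8 and 19.7 TPM, and scaling to it alone was not run. The 7 genes Vmn2r1 to Vmn2r7 summed to 168 ± 66.2 and 152 ± 25 TPM (exact permutation p = 0.857, adjusted 0.857). Formyl peptide receptor genes summed to 19.0 ± 7.49 and 6.57 ± 1.75 TPM, a log2 difference of −1.49 with lower values in all 4 knockout libraries (exact permutation p = 0.0286, adjusted 0.171). Among them Fpr3 (chromosome 17, 17887852 to 17971677) was called, falling from 4.27 ± 1.67 to 0.175 ± 0.153 TPM (SD, n = 4), with a log2 fold change of −3.00 (SE 0.43, limma adjusted p = 0.00144, or 0.0736 without knockout replicate 1). The H2-Mv genes, which encode class Ib histocompatibility molecules, summed to 523 ± 183 and 370 ± 52.9 TPM (exact permutation p = 0.200, adjusted 0.600), a log2 difference of −0.43. It was −0.72 without heterozygous replicate 2 and −0.69 relative to the sum of Gnai2 and Gnao1, in both cases without overlap (exact permutation p = 0.0286, adjusted 0.0571). One of them, H2-M9 (chromosome 17, 36639285 to 36642666), was called, at 11 ± 5.11 and 1.80 ± 0.512 TPM (SD, n = 4), with a log2 fold change of −2.44 (SE 0.48, limma adjusted p = 0.0275, or 0.751 without heterozygous replicate 1). Olfactory receptor genes summed to 160 ± 149 and 144 ± 23.8 TPM, with heterozygous replicate 2 alone at 377 TPM. The log2 difference was 0.25, opposite in sign to that of the mean TPM (exact permutation p = 0.743, adjusted 0.857). Among the 7100s animals the log2 differences were −0.47 for Vmn2r1 to Vmn2r7, −1.88 for formyl peptide receptors, −0.68 for H2-Mv and 0.62 for olfactory receptors, with exact permutation p-values of 0.200, 0.0667, 0.0667 and 0.133.

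Receptor diversity was measured as the number of genes detected and as the effective number of genes among which a family's expression is spread. The effective number of V1R genes was 99.5 ± 12.7 in heterozygous and 47.4 ± 3.44 in knockout libraries (SD, n = 4), with no overlap (exact permutation p = 0.0286, adjusted 0.0381). For V2R genes it was 63.2 ± 0.236 and 34 ± 1.87, again without overlap (exact permutation p = 0.0286, adjusted 0.0381). The differences were −44.3 and −30.6 between females and −71.3 and −29.0 between males, for V1R and V2R genes respectively. Among the 7100s animals they were −44.9 and −29.1. With each library thinned to the same number of family reads, the effective numbers were 91.5 ± 9.45 and 53.0 ± 1.59 for V1R genes and 73.7 ± 0.773 and 27.9 ± 1.26 for V2R genes (SD, n = 4). These were computed from shares of reads, without division by gene length. They can be compared between the groups but not with the values from TPM shares. At 0.5 TPM or more, 145 ± 19.6 V1R genes were detected in heterozygous and 105.5 ± 13.9 in knockout libraries (exact permutation p = 0.0571, adjusted 0.0571), and 106.5 ± 6.25 and 78.5 ± 5.92 V2R genes (exact permutation p = 0.0286, adjusted 0.0381). Among the 7100s animals these differences were −48 and −32 genes. Summed over V1R genes, mean TPM fell by 215 for the genes that were lower in knockout libraries and rose by 230.8 for the 53 genes that were higher. Over V2R genes it fell by 499 for the genes that were lower and rose by 291 for the 22 genes that were higher. Vmn2r20, Vmn2r21 and Vmn2r22 together held 2.30% ± 0.159 of V2R TPM in heterozygous and 24.9% ± 2.32 in knockout libraries (SD, n = 4).

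**Figure D4:**
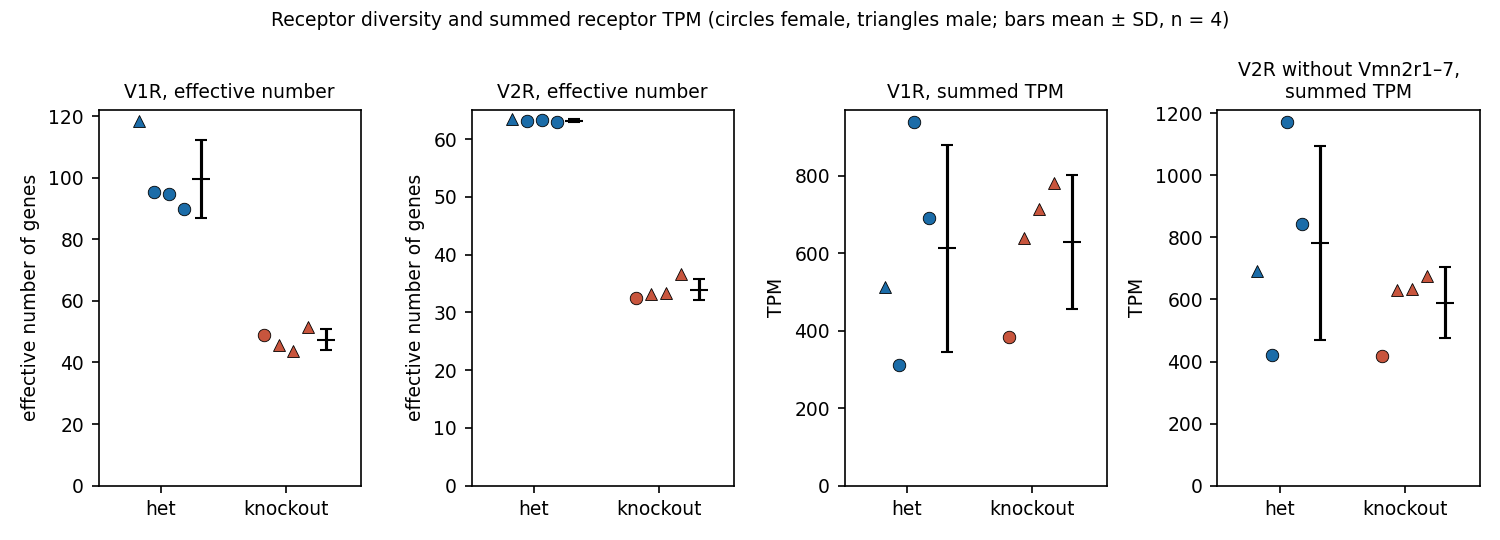
Effective number of V1R and V2R genes and summed TPM of V1R genes and of V2R genes other than Vmn2r1 to Vmn2r7, 1 point per library (heterozygous blue, knockout red, circles female, triangles male), with mean and SD of 4 libraries beside. Effective numbers fall from 99.5 to 47.4 (V1R) and from 63.2 to 34 (V2R) with no overlap, while the summed TPM of the groups overlaps over all 8 libraries.

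Lists of marker genes were used to ask whether the cell types in the tissue differed. Of 15 lists, 0 passed the directional fry test after adjustment, with 3 at an unadjusted p under 0.05. In the mixed fry test, which allows members to move either way, 4 lists passed, namely olfactory receptors (adjusted p = 2.27e-06), V2R (0.00106), V1R (0.00944) and formyl peptide receptors (0.0353) in limma. Camera, which presets the correlation between genes, called 6 lists, adding H2-Mv and progenitor genes to those 4. Of its calls 0 held under directional fry and 4 under mixed fry. Relative to the median gene, list medians were −1.38 for formyl peptide receptors, −0.90 for H2-Mv, −0.21 for basal neurons, 0.09 for apical neurons, −0.19 for mature vomeronasal neurons and 0.01 for immature neurons. They were 0.42 for progenitors, −0.01 for germline genes, 0.12 for immune cells, 0.40 for erythrocytes, 0.12 for secretory glands and 0.14 for cartilage. In the fit to the 7100s animals they were 2.11 for erythrocytes (limma fry adjusted p = 0.109), 1.03 for secretory glands, 0.35 for progenitors, −0.35 for basal neurons, −0.26 for mature vomeronasal neurons, −0.80 for H2-Mv, −1.56 for formyl peptide receptors and −0.19 for germline genes. They were −0.10 for apical neurons, −0.11 for immature neurons and −0.00443 for immune cells, and V2R and formyl peptide receptors passed the directional test. These values compare knockout replicate 1 alone with heterozygous replicates 3 and 4. Without the sex term erythrocytes were at 1.27, secretory glands at 0.50 and H2-Mv at −0.44 among the 7100s animals, and 4 lists passed, namely V2R, formyl peptide receptors, H2-Mv and olfactory receptors. Without knockout replicate 1, over the other 7 libraries, erythrocytes were at −0.42 and secretory glands at −1.03. With animal series as a further term the erythrocyte median was 2.33 and passed the directional test (limma fry adjusted p = 0.0393). Median-ratio scaling moved the number of lists passing directional fry most among scalings, to 5.

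The sexes were compared with genotype as a covariate, as a check of the sex labels. Xist (chromosome X) was lower in males by −5.81 on the log2 scale (SE 0.48, limma adjusted p = 7.53e-07). The Y-linked genes Eif2s3y, Ddx3y, Uty and Kdm5d were higher in males by 5.57, 4.93, 3.54 and 2.66, with limma adjusted p-values of 1.70e-07, 6.39e-07, 8.55e-05 and 0.00345. Without knockout replicate 1 the adjusted p-value of Kdm5d was 0.120. Uty had at most 2 reads in each female library. The labelled sex matched these genes in all 8 libraries. At an unadjusted p under 0.05 for sex there were 460 genes, fewer than chance alone gives, and 1065 after median-ratio scaling. In total 10 genes were called by sex, 7 higher and 3 lower in males. The count was 178 among the 7100s animals (23 without genotype as a covariate), and it was 91 without heterozygous replicate 4.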

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

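The test on the libraries behind the genotype effects that differ by sex was chosen after that result had been seen. The highest and lowest library of each group of 4 was compared with its neighbour, as the gap divided by the range of the group. Of 66 groups tested, 6 passed the critical ratio for 4 values at a p of 0.05, and chance gives 3.3.

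In 4 of these 6 the library standing apart was knockout replicate 1. It was low for Vmn2r22 (ratio 0.892, 25.7 TPM), Vmn2r21 (ratio 0.871, 44.9 TPM) and Vmn2r20 (ratio 0.840, 44.8 TPM), 3 neighbouring genes that share sequence and so do not count as independent. It was also low for the summed TPM of V2R genes other than Vmn2r1 to Vmn2r7 (ratio 0.831, 419 TPM against 631, 635 and 674 in the other knockout libraries). Knockout replicate 1 had the fewest recovered reads, and it was the only female among the knockout animals. Depth alone was tested through its number of genes at 0. Thinned to the reads of knockout replicate 1 outside its 10 most abundant genes, the other libraries listed at most 1591 of the recovered genes at 0, against 2536 in knockout replicate 1. That argues against depth as the whole cause of the missing genes. After median-ratio scaling the V2R sum of knockout replicate 1 was 436 TPM against 510 to 730 in the others, so part of the gap may come from the composition of the libraries. A further quality difference of this library and the sex of the animal stay open, and they cannot be separated because the group holds 1 female. Without knockout replicate 1 the V2R median relative to the median gene was −1.64, against −1.51 over all 8 libraries. Heterozygous replicate 1 is then the only heterozygous library in the contrast, so fewer V2R calls there cannot be traced to knockout replicate 1.

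Gm6452 was listed at 0.307 TPM, 4 reads, in heterozygous replicate 1 and at 0 in the other heterozygous libraries, which gives a ratio of 1. With 3 values at 0 the ratio is fixed by any reads at all, and 4 reads are close to the counting limit. The knockout libraries had between 54 and 175 reads, so the difference between genotypes does not rest on this library. No biological explanation was tested.

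The number of V1R genes detected was lowest in heterozygous replicate 2, at 116 genes against 150 to 157 in the other heterozygous libraries (ratio 0.8293). In this library genes of the Obp1 group took 25.1% of TPM, which lowers all other values, and after median-ratio scaling it had 134 detected genes against 145 to 163. The group difference in V1R genes detected was then −44.8 in place of −39.5. The composition of the library may thus account for part of the low count. The effective number of V1R genes in heterozygous replicate 2 was 95.3, within the range of the other heterozygous libraries. It was also the oldest animal, at 14.6 weeks, and age was not tested.

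The genotype effect differed between the sexes for 27 of 20305 genes (limma interaction term, adjusted p under 0.05), with 619 at an unadjusted p under 0.05. Of these 27 genes, 0 were V1R or V2R genes, and 17 of the 250 tested V1R and V2R genes were at an unadjusted p under 0.05. Genes at an unadjusted p under 0.05 were fewer than chance alone gives over the genes tested. The interaction rests on 1 heterozygous male and 1 knockout female. In all 27 genes, 1 of those 2 libraries was the lowest or highest of the 8, in 13 genes heterozygous replicate 1 was lowest (ties included) and in 17 knockout replicate 1. Among the 27 were 10 immunoglobulin genes, and Omp, at 66.6 TPM in heterozygous replicate 1. A difference between the sexes and a peculiarity of these 2 libraries cannot be told apart, since the design holds 1 animal in each of these cells. A difference between the sexes stays open as untested.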

How the results depend on the processing

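The voom, library-number, 7100s without the sex term, Gnai2 and Gnao1 and receptor-class alternatives were chosen after the data had been seen. The direction of a list is the sign of its median relative to the median gene, a rule also set afterwards. Causes were not tested except where one is given. With the sex term, fits to the 7100s or without heterozygous replicate 1 have knockout replicate 1 as the only knockout library in the genotype contrast, and those without knockout replicate 1 have heterozygous replicate 1 as the only heterozygous one.

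The call of 43 V2R genes stayed within 1.5 times (31 to 63) under all alternatives other than single libraries. Leaving out 1 library gave 18 (without knockout replicate 1) to 57 genes, and 24 without heterozygous replicate 1. The same 43 genes were all called under median-ratio scaling and voom, and 17 of them without knockout replicate 1. Effective numbers of V1R and V2R genes differed by −55.3 to −44.9 and −30.2 to −28.8 over scaling, the 7100s and the fits leaving out 1 library. The direction was the same after thinning and among genes of unique sequence, where heterozygous and knockout means were 68.6 and 37.4 for V1R and 36.9 and 23.1 for V2R genes. Within sex (16 assignments), within 6 libraries and within pairs of library numbers the smallest exact p-values possible are 0.0625, 0.0667 and 0.125, so those tests could not pass a threshold of 0.05.

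The 119 genes called by genotype became 72 with no filter, which raises the number of tests, and 371 among the 7100s animals (184 without the sex term). Leaving out 1 library gave 83 (without heterozygous replicate 1) to 254 genes (without heterozygous replicate 4), with 202 without heterozygous replicate 2 and 190 without knockout replicate 4. The share of calls that were higher, 36.1%, fell to 18.1% under median-ratio scaling, 16.4% under quantile normalization (24 higher, 122 lower) 16% in voom (20 higher, 105 lower of 125) and 14.5% with animal series. It was 62.2% without knockout replicate 1, where 57 of the 119 were kept.

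The 10 V1R genes became 3 with no filter, 17 with no covariate, 31 with animal series, 33 among the 7100s animals (28 without the sex term), 29 and 27 under median-ratio and quantile scaling, 22 with robust variances and 22 in voom. Leaving out 1 library gave 4 (without heterozygous replicate 1) to 26 genes (without heterozygous replicate 2), with 5 without knockout replicate 2, 21 without heterozygous replicate 4 and 18 without knockout replicate 4. Of the 10 genes, 1 was among the 8 called without knockout replicate 1 and 3 among the 4 without heterozygous replicate 1. All these V1R counts had more genes lower than higher. The 10 genes called by sex became 178 among the 7100s animals (23 without genotype), and 11 to 91 when 1 library was left out. It was 28, 50, 16 and 91 without heterozygous replicates 1 to 4, and 44, 11, 15 and 52 without knockout replicates 1 to 4.

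Library numbers did not pair the samples, with correlations of deviations between same-numbered libraries of −0.06, 0.03, 0.10 and −0.0001. With a replicate block, 128 genes were called by genotype, 37 V2R, 11 V1R and 0 lists, and 22 by sex.

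Directional list calls rose from 0 to 1 with genes of at least 1 TPM, 2 with no covariate, 5 with animal series, 2 in the 7100s (4 without the sex term), 5 with median-ratio scaling, 4 with quantile normalization, 4 in voom, 2 with library numbers and 6 in camera. They ranged from 0 to 4 when 1 library was left out, 4 without heterozygous replicate 2. List medians reversed as follows. The olfactory receptor median (−0.50) was 2.86 at a mean of at least 1 TPM, 0.91 with animal series, 0.37 in the 7100s and 0.42 in voom. Germline (−0.01) was 0.0672 at a pseudocount of 0.1, 0.0176 at a mean of at least 0.1 TPM, 0.0733 and 0.0771 under median-ratio and quantile scaling and 0.0724 in voom. Immature neurons (0.01) were at −0.000992, −0.26, −0.11, −0.00487, −0.0246 and −0.000238 with a pseudocount of 0.1, animal series, the 7100s, median-ratio scaling, quantile normalization and voom. With animal series and in the 7100s, apical neurons were at −0.14 and −0.10 and immune cells at −0.19 and −0.00443. In the 7100s without the sex term, olfactory receptors were at 0.35, germline at 0.0472, immature neurons at −0.0218, apical neurons at −0.0151 and immune cells at −0.31. Germline there held 6 tested genes. Over the 5 genes of the main fit it was at −0.0764, so its sign did not reverse for the same genes. Cartilage was at −0.0419 with no covariate. Over the fits leaving out 1 library, germline ranged from −0.20 to 0.0313, immature neurons from −0.21 to 0.0731, secretory glands from −1.03 to 1.25 erythrocytes from −0.42 to 1.08 and progenitors from 0.07 to 0.47 (0.42 over all libraries), the lowest value of each without knockout replicate 1. Germline reversed without heterozygous replicate 2, immature neurons without heterozygous replicate 2 and knockout replicates 1 and 4, glands without heterozygous replicates 2 and 3 and knockout replicate 1, and erythrocytes without knockout replicate 1. The erythrocyte median rose from 0.40 to 2.33 with animal series, past the threshold, and to 2.11 in the 7100s, and the gland median from 0.12 to 1.03 in the 7100s (1.27 and 0.50 without the sex term). Of list results 31 in all were stronger, erythrocytes with animal series among them, and 4 more without 1 library.

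The V1R sum reversed to −0.0834 under median-ratio scaling, −0.56 relative to Omp, −0.17 relative to Gnai2 and Gnao1 and −0.41 in the 7100s. The olfactory receptor sum reversed from a log2 difference of 0.25 to −0.41 relative to Omp and −0.0159 relative to Gnai2 and Gnao1. Omp was low in heterozygous replicate 1. Leaving out 1 library moved the V1R sum from −0.19 (without heterozygous replicate 2) to 0.34, the Vmn2r1 to Vmn2r7 sum from −0.34 to 0.16 (without heterozygous replicate 3) and the olfactory receptor sum from −0.0694 to 0.81 (without heterozygous replicate 2). None of these sums passed its test as reported. The V2R sum (−0.34) stayed negative, from −0.998 relative to Omp to −0.11 without heterozygous replicate 3, and the groups separated in the 7100s (−0.78), without heterozygous replicate 2 (−0.60) and relative to Gnai2 and Gnao1 (−0.61), as did the H2-Mv sum (−0.43) at −0.68, −0.72 and −0.69, with adjusted p-values still over 0.05. The difference in V1R genes detected passed at −44.8 under median-ratio scaling and at −29.75 with detection at 0.1 TPM, and ranged from −49.2 (without heterozygous replicate 2) to −33.7 when 1 library was left out. For V2R genes it was −6.5 at 0.1 TPM, no longer past the threshold. At 0.1 TPM a gene may be counted from fewer than 3 reads.

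Among named genes, 8 results were weaker when 1 library was left out, 3 weaker and 1 stronger otherwise, and 0 reversed. H2-M9 accounted for 6 of the weaker ones, with limma adjusted p-values from 8.87e-05 to 0.751 over all alternatives, 0.751 without heterozygous replicate 1. Fpr3 ranged from 9.59e-07 to 0.0736, and Kdm5d was at 0.120 without knockout replicate 1. The scaling to Omp was not run for diversity.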

Other observations

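Tests chosen after the result had been seen were those of scaling for V2R, olfactory receptor and secretoglobin genes, of basal neurons, of genomic runs, of the secretory gland share, of sex and animal series for diversity, of the 7100s animals without the sex term, of the heterozygous male library for secretoglobins, and of the split by library number. The counts over splits were planned, and the wording of their criterion was settled after they were known.

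All 8 libraries were divided into groups of 4 in each of the 34 ways for which a model with sex could be fitted. As many genes as between genotypes (119) came from 2 of the 34 splits, and as many V1R genes (10) from 2 of the 34. The other split in both cases set heterozygous and knockout replicates 1 and 2 against replicates 3 and 4, and gave 8162 genes as deposited, 42 higher and 8120 lower in replicates 1 and 2. The next largest split gave 7 genes. In the libraries numbered 1 and 2 genes of the Obp1 group took 4.60% to 25.1% of TPM, against at most 0.635% in the other 4. After median-ratio scaling this split gave 11 genes, so a few abundant secretory genes compressing all other TPM values is a candidate explanation for it. After that scaling the genotype count (155) and the V1R count (29) were each reached by 1 of the 34 splits, the real one. With library number as a further term, 103 genes and 12 V1R genes were called. As many V2R genes (43) came from 1 of the 34 splits, the real one, and the most in any other split was 4. For gene lists all 34 of 34 splits reached the observed count of 0, which decides nothing. As many genes as between the sexes (10) came from 5 of the 34 splits, so the number called by sex is within what arbitrary groupings give, although the sex-linked genes followed the labels.

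Most V2R genes were lower in knockout libraries. Composition argues little for it, since the median was −1.49 after median-ratio scaling. Fewer basal neurons would lower basal neuron markers alike, and their median was −0.21 relative to the median gene. The list holds 3 genes, 1 of them Gnao1 (SE 0.39), so it cannot exclude a small loss of basal neurons or a loss of only some of them. The median was −1.49 between females, where the knockout side is knockout replicate 1 alone, and −1.64 between males, where the heterozygous side is heterozygous replicate 1 alone. These comparisons share no library, and the groups did not overlap for 73 of the 107 genes whatever the sex. Among the 7100s animals it was −1.60 with the sex term, a value that rests on knockout replicate 1 and decides nothing by itself. Without the sex term, with all 4 knockout libraries, it was −1.435, which argues against animal series as the cause. For V2R genes with unique sequence it was −1.06, smaller than for the whole family but well below 0. Of V2R genes called lower 0 lie on chromosome 8, but 0 of the tested V2R genes lie there, so for alleles linked to Tex15 this count decides nothing and their part stays open. Scaling, sex, animal series and shared reads do not account for the pattern as a whole, and a biological hypothesis is that neurons lacking Tex15 draw on fewer V2R genes. Differences in genetic background at other chromosomes were not tested and stay open.

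V2R changes followed genomic position, with 59.3% of the variance of fold changes lying between runs of genes. Sharing of reads among near-identical neighbours would produce such a pattern, and among unique genes the share fell to 35.2% (permutation p = 0.0352), which is still above shuffled labels but with a smaller margin. Most of the variance among unique genes thus lay within runs. The chromosome 17 run, for example, held Vmn2r116 at −3.45 and Vmn2r127 at 2.30. A candidate explanation is that the run contributes to whether a V2R gene falls or rises in the knockout, as a hypothesis found and tested on the same data. A strain difference at these runs between the animals of the 2 groups could give the same picture and was not tested.

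The effective numbers of V1R and V2R genes separated the groups. After thinning to equal reads in a family the smallest gap between the lowest heterozygous and the highest knockout library was 29.5 effective genes over both families. That value comes from shares of reads and not of TPM. Among genes with unique sequence it was 10.12, within a sex 26.75 and among the 7100s animals 26.2. Depth, shared reads, the imbalance of sexes and animal series therefore do not account for the separation. The gaps of 29.5 and 10.12 measure how far expression in the knockout was concentrated on fewer receptor genes. They restate that concentration and tell nothing of its cause, which was not tested. Whether V2R output falls as well stays open. The summed V2R TPM overlapped over all 8 libraries, but was lower in every knockout library among the 7100s animals (−0.78), without heterozygous replicate 2 (−0.60) and relative to the sum of Gnai2 and Gnao1 (−0.61). The last value rests mostly on Gnai2, a gene of apical neurons.

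Olfactory receptor genes called higher in knockout raised the question of main olfactory epithelium in the dissected tissue. A list of 4 genes of main olfactory neurons (Gnal, Adcy3, Cnga2 and Cngb1) was written before the test. The vomeronasal organ may express some of them too. Its median was −0.67 relative to the median gene (limma fry adjusted p = 0.208), and olfactory receptors that were not called had a median of −0.78. Among the 7100s animals these medians were 0.11 and −0.82 with the sex term, where knockout replicate 1 is the only knockout library in the contrast, and −0.27 and −0.23 without it, so the first is not lower in every comparison. Heterozygous replicate 2, which is left out there, had by far the highest olfactory receptor sum, at 377 TPM, and may have carried more of that tissue. More tissue of that kind in the knockout samples would have to bring the called genes alone. All 7 raised genes of the list stayed past the threshold after median-ratio scaling. Derepression of a few receptor genes in knockout neurons is a biological hypothesis that was not tested further.

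Secretoglobin genes on chromosome 7 supplied 14 of the 43 genes called higher in knockout. After median-ratio scaling 0 of the 14 were past the threshold, and without heterozygous replicate 1, the only heterozygous male, 4 were. Heterozygous replicate 1 was the lowest library for 13 of the 14, the groups overlapped for all but 2 of them, and 14 of 14 had a negative fitted effect of male sex. The median rise relative to the median gene was 2.42 as deposited and 2.12 without heterozygous replicate 1. The latter comparison rests on 1 knockout female. After median-ratio scaling the median was 2.40. That scaling applies 1 factor per library, so a value relative to the median gene hardly moves and tests nothing about scaling. Without the sex term, over all 8 libraries, 1 of the 14 was past the threshold. The calls thus depend on scaling, on the sex term and on 1 library. The cause of the rise is not settled, with few libraries and genes chosen for having been called. A difference between genotypes in gland tissue stays open, and 14 genes with related sequence do not count as independent. The share of TPM taken by the secretory gland list ran from 6.78% to 27% in heterozygous and from 12.7% to 23.9% in knockout libraries. The means differed by 2.87 percentage points with overlapping ranges, so genotype does not explain how much these genes vary between libraries.

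Genes near Tex15 were examined for linked alleles. Within 10 Mb, 2 of 97 tested genes were called (2.06%), against 0.579% elsewhere (Fisher's exact test p = 0.111). The 2 were Gm16192, listed at 0 in the knockout mean, and Gm45269, at −2.19 relative to the median gene. With 0.568 called genes expected there, linked alleles and chance cannot be told apart.

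Omp, a marker of mature neurons, stood at 66.6 TPM in heterozygous replicate 1 and at 571 to 943 TPM in the other libraries. Fewer mature neurons would lower the other mature neuron genes as well, and 0 of the 4 others were lowest in that library after median-ratio scaling. Linked alleles around Omp would bring further genes out of range, and 0 of 186 tested genes within 10 Mb of Omp lay outside the other 7 libraries by 2 or more on the log2 scale (Fisher's exact test p = 1). Only 0.339 such genes would be expected by chance, so linkage cannot be told apart from a change at Omp alone, such as a modified Omp allele in that animal. No biological explanation in the design applies. Genes outside the range of the other 7 libraries by that distance numbered 62 in heterozygous replicate 2 and 37 in heterozygous replicate 1, the 2 animals of the earlier series, and 3 to 16 in the other libraries.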
